# miRNA expression profiles of peripheral white blood cells from beef heifers with varying reproductive potential

**DOI:** 10.3389/fgene.2023.1174145

**Published:** 2023-05-10

**Authors:** Priyanka Banerjee, Wellison J. S. Diniz, Soren P. Rodning, Paul W. Dyce

**Keywords:** beef heifer, miRNA, pathways, reproductive potential, small-RNA sequencing

## Abstract

Reproductive performance is the most critical factor affecting production efficiency in the cow-calf industry. Heifers with low reproductive efficiency may fail to become pregnant during the breeding season or maintain a pregnancy. The cause of reproductive failure often remains unknown, and the non-pregnant heifers are not identified until several weeks after the breeding season. Therefore, improving heifer fertility utilizing genomic information has become increasingly important. One approach is using microRNAs (miRNA) in the maternal blood that play an important role in regulating the target genes underlying pregnancy success and thereby in selecting reproductively efficient heifers. Therefore, the current study hypothesized that miRNA expression profiles from peripheral white blood cells (PWBC) at weaning could predict the future reproductive outcome of beef heifers. To this end, we measured the miRNA profiles using small RNA-sequencing in Angus-Simmental crossbred heifers sampled at weaning and retrospectively classified as fertile (FH, *n* = 7) or subfertile (SFH, *n* = 7). In addition to differentially expressed miRNAs (DEMIs), their target genes were predicted from TargetScan. The PWBC gene expression from the same heifers were retrieved and co-expression networks were constructed between DEMIs and their target genes. We identified 16 differentially expressed miRNAs between the groups (*p*-value ≤0.05 and absolute (log2 fold change ≥0.05)). Interestingly, based on a strong negative correlation identified from miRNA-gene network analysis with PCIT (partial correlation and information theory), we identified miRNA-target genes in the SFH group. Additionally, TargetScan predictions and differential expression analysis identified bta-miR-1839 with *ESR1* **,** bta-miR-92b with *KLF4* and *KAT2B*, bta-miR-2419-5p with *LILRA4*, bta-miR-1260b with *UBE2E1*, *SKAP2* and *CLEC4D*, and bta-let-7a-5p with *GATM*, *MXD1* as miRNA-gene targets. The miRNA-target gene pairs in the FH group are over-represented for MAPK, ErbB, HIF-1, FoxO, p53, mTOR, T-cell receptor, insulin and GnRH signaling pathways, while those in the SFH group include cell cycle, p53 signaling pathway and apoptosis. Some miRNAs, miRNA-target genes and regulated pathways identified in this study have a potential role in fertility; other targets are identified as novel and need to be validated in a bigger cohort that could help to predict the future reproductive outcomes of beef heifers.

## 1 Introduction

Reproductive traits are essential for sustainable food production. Low reproductive capacity in beef heifers is inferred as a failure to become pregnant during the breeding season or maintain a pregnancy to calving (Lamb, 2013). The possible causes for reproductive failure in heifers may be attributed to poor reproductive and nutritional management, diseases, and genetics (Houghton et al., 1990; BonDurant, 2007; Larson and White, 2016; Shao et al., 2021). To overcome this problem, producers often develop more heifers than required for replacements and perform additional inseminations or hormonal treatments that consequently alter the current and subsequent cow-calf production ratio (Shao et al., 2021). In addition to the cost of artificial insemination (AI) and treatments, losses are further increased due to the rearing of the animal from birth to breeding age and then culling and replacing the animals with poor reproductive performance. Management practices to select heifers with high reproductive potential contribute to increasing efficiency; however, some heifers still fail to conceive. Considering this, the beef production sector is particularly interested in identifying biomarkers to predict reproductive efficiency.

In recent years, developments in molecular biology have provided new insights into the potential candidates and biomarkers for fertility and predicting reproductive outcomes. For instance, Binelli et al. (2015) identified transcriptome signatures in uterine biopsies from pregnant cows at 6 days post-AI in beef cattle. Forde et al. (2012) identified increased gene expression in the endometrium of pregnant cattle. Machine learning approaches have provided opportunities to unravel genomic signatures for fertility from omics data. These approaches are powerful in processing and modeling omics data with vast and diverse volumes (Li et al., 2022). Among the studies, Rabaglino and Kadarmideen, (2020) identified 50 genes from endometrial transcriptome as predictors of uterine receptivity to embryo transfer in cattle. Likewise, Diniz et al. (2022) reported nine potential candidates using a multi-tiered approach of machine learning and gene co-expression network on the transcriptome profile of uterine luminal epithelial cells. Although these studies provided insights into the different expression levels of potential candidates regulating fertility or reproductive outcome, the downstream molecular targets regulating the expression of these genes were not investigated. They were also unable to predict reproductive potential at weaning as they were conducted at or near the time of insemination.

Among the factors regulating gene expression, a class of RNA molecules, microRNAs (miRNAs), are known to regulate gene expression. Such regulation is mainly based on binding with messenger RNA (mRNA) targets and destabilizing them, thereby repressing protein production and translational silencing (Cannell et al., 2008). A plethora of studies identified miRNAs as biomarkers for pregnancy outcomes in humans (Barchitta et al., 2017; Ali et al., 2021; Vashukova et al., 2021; Xu et al., 2021) and cattle (Ioannidis and Donadeu, 2016; De Bem et al., 2017; Pohler et al., 2017; Gebremedhn et al., 2018; Lim H.-J. et al., 2021). Ioannidis and Donadeu reported an increased level of circulating miR-26a on days 16–24 of pregnancy in cattle (Ioannidis and Donadeu, 2016). Similarly, levels of circulating miR-221 and miR320a were increased in weeks 8, 12 and 16 of pregnancy in cattle (Lim H.-J. et al., 2021).

Collectively, these findings provide critical insights into the biological mechanisms determining different reproductive outcomes. However, most of the studies have focused on time periods in proximity to the breeding season. Considering the producer has invested time and resources in developing the replacement heifers, using these potential biomarkers at breeding is too late. Thus, it would be beneficial to trace back the potential biomarkers through weaning—when the selection of replacement animals usually takes place. Therefore, our main objective was to profile the miRNA levels in the peripheral white blood cells (PWBC) of beef heifers at weaning that could potentially be used to predict heifers with a high reproductive outcome following AI. We hypothesized that the miRNAs are differentially expressed, the genes regulated by these miRNAs are co-expressed, and the miRNA-gene networks are rewired in beef heifers at an early development stage, contributing to a varying reproductive outcome at maturity.

## 2 Materials and methods

### 2.1 Animal handling, sample collection, phenotyping, and classification

All procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) at Auburn University (IACUC protocol numbers 2015-2786 and 2019-3591). Cross-bred heifers (Angus-Simmental, *n =* 75) utilized in this study originated from and were housed at an outlying Alabama agricultural experiment station research and extension center (Auburn University). The heifers were weaned ∼238 days after birth. Phenotypic data, such as weaning age and weight, were recorded for each heifer. Immediately after weaning, 10 mL of blood was drawn into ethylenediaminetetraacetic acid (EDTA) vacutainers (Becton, Dickinson and Company, Franklin, NJ) from the jugular vein. The vacutainers were inverted 8–10 times and immersed in ice until immediate processing. In the laboratory, blood was processed to isolate peripheral white blood cells (PWBC), as described elsewhere (Banerjee et al., 2023). The PWBCs were stored at −80°C until further processing.

For breeding, 72 heifers were selected based on ideal body condition scores (5–6) and reproductive tract scores (≥4). The breeding protocol, estrus synchronization and fixed-time artificial insemination (AI) have been described previously (Banerjee et al., 2023). In brief, approximately 45 days before breeding by AI, pre-breeding examinations for each heifer were performed to evaluate the pubertal status. All heifers underwent an estrus synchronization and fixed-time AI protocol (7-Day CO-Synch + CIDR) (Dickinson et al., 2018). Fourteen days following AI, all heifers were exposed to fertile bulls for a 60-day natural service breeding season to ensure adequate opportunities for conception to occur. Pregnancy of the heifers was evaluated on day 75 post-AI by transrectal palpation and ultrasound. The presence and gestation age or absence of conceptus was confirmed 75 days following AI with ultrasound and transrectal palpation and was used to classify heifers as fertile to those that were pregnant to AI (FH, *n =* 35), pregnant to natural breeding (P-NB, *n =* 26) or subfertile that were not pregnant (SFH, *n =* 11). Heifers that were pregnant to AI (FH, *n =* 7) and subfertile (SFH, *n =* 7) and with comparable birth age, weaning age and body weight in both groups were selected for this study. A schematic representation of the study design and analysis steps is given in Figure 1.

**FIGURE 1:**
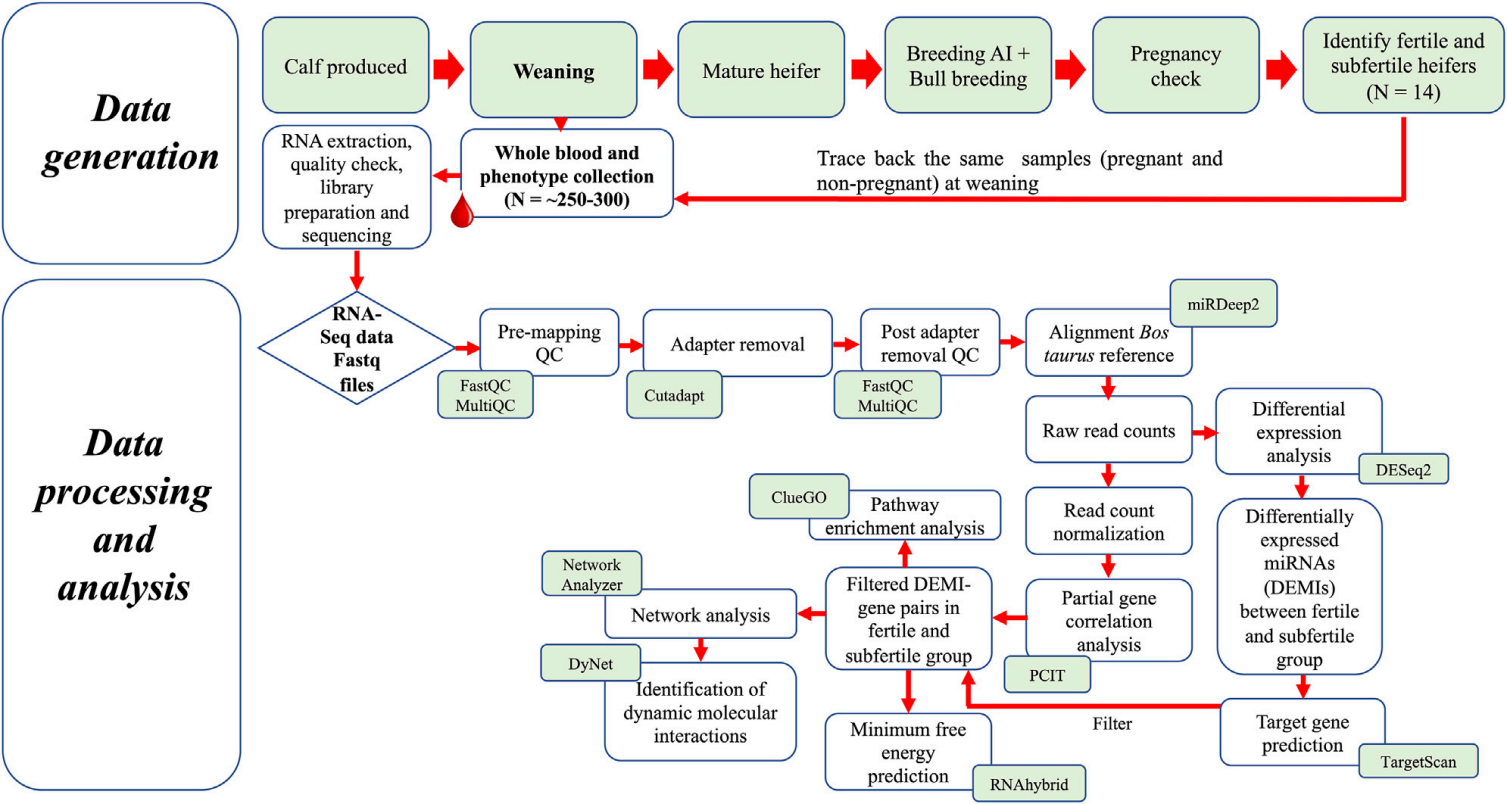
Schematic representation of the study design and analysis steps.

### 2.2 RNA extraction from PWBC

Based on the pregnancy classification of heifers, total RNA was extracted from the 14 PWBC samples (FH and SFH) that were collected at the time of weaning. The RNA was extracted using the Trizol reagent (Invitrogen, Carlsbad, CA, United States) following the manufacturer’s protocol. Additional RNA purification and DNase digestion steps using an RNA clean and concentrator kit (Zymo Research, Irvine, CA, United States) were included in the protocol. RNA was quantified on a Qubit fluorometer using a Qubit RNA broad-range assay kit (Life Technologies, Thermo Fisher Scientific Inc., MA, United States). The RNA integrity was assessed using the Agilent Bioanalyzer and the Agilent RNA 6000 Nano kit (Agilent, Santa Clara, CA, United States). The quality of small RNAs was determined using the Agilent 2100 Bioanalyzer Small RNA kit (Agilent, Santa Clara, CA, United States). The samples with average RNA integrity number (RIN) values >6.8 were further processed for small RNA library construction.

### 2.3 Library preparation and sequencing

The total RNA of each sample was diluted with RNase-free water to obtain a final concentration of 1 μg as a starting material. This diluted total RNA was used to prepare libraries using the protocols by NEXTflex small RNA-Seq kit v3 (Perkin Elmer). Following the protocol from the kit, the 5′ and 3’ adapters were ligated to the RNA fragments, which were then reverse-transcribed and amplified (18 cycles) to generate cDNA libraries. Each cDNA library was prepared using a different barcode primer for the ease of being multiplexed for sequencing. Libraries were cleaned using NEXTflex Cleanup beads (gel-free protocol), and the size distribution of the final library was assessed by Agilent Bioanalyzer high-sensitivity DNA assay (Agilent, Santa Clara, CA, United States). The quality-checked libraries were pooled and sequenced in the NextSeq 500 using the single-end 50 bp chemistry at Discovery Life Sciences (Hudson Alpha Institute of Biotechnology, Huntsville, AL, United States).

### 2.4 Data processing and miRNA expression profiling

Raw sequence demultiplexed reads obtained from Hudson Alpha were initially assessed for sequencing quality using FastQC v0.11.9 (Andrew, 2010) and MultiQC v1.12 (Ewels et al., 2016). The reads were evaluated for quality based on average read length, adaptor content, per-sequence GC content, and sequence quality scores. After that, the 3′ adapter sequence was trimmed using Cutadapt (Martin, 2011) with the following parameters: *-a* TGG​AAT​TCT​CGG​GTG​CCA​AGG -*minimum length 23*. The reads were further trimmed using Cutadapt (Martin, 2011) to remove four bases from either side of each read following the small RNA trimming instructions (cutadapt -u 4 -u -4) (recommended by NEXTflex small RNA-Seq kit v3 (Perkin Elmer)). Trimmed Fastq files were checked for quality control with FastQC v0.11.9 and MultiQC v1.12. To profile both novel and known miRNA expression in the samples from the cleaned sequence data, the trimmed reads were processed using the miRDeep2 analysis workflow (Friedländer et al., 2012). Sequences were aligned to Ensembl’s ARS-UCD 1.2 *Bos taurus* reference genome (https://useast.ensembl.org/Bos_taurus/Info/Index) using the mapper.pl module in miRDeep2 and were further aligned with *B. taurus* precursor and matured miRNAs extracted from miRBase v22.1 (Kozomara et al., 2019). Only the alignments with zero mismatches in the seed region and those greater than 18 nt of a read mapped to the genome were retained, producing read counts for each sample.

### 2.5 Differential expression analysis

Initially, the mature miRNAs with zero counts were filtered out. Thereafter, the read counts were transformed to counts per million (CPM) using edgeR v3.28.1 (Robinson et al., 2010). For quality control, raw counts with CPM <1 in 50% of the samples were filtered out. To identify the differentially expressed miRNAs, the raw counts were analyzed in DESeq2 v1.26.0 (Love et al., 2014). The differentially expressed miRNAs (DEMIs) identified with a *p*-value ≤0.05 and absolute (log2 fold change) ≥ 0.5 were considered significant. The DEMIs were classified as up or downregulated based on the sign of log2 fold change in the SFH group. The up and downregulated miRNAs were visualized using a volcano plot constructed using the R-package EnhancedVolcano v1.4.0 (Blighe et al., 2018).

### 2.6 Target gene prediction

The target genes for DEMIs were predicted using TargetScan v8.0, which predicts the targets of miRNAs by searching the conserved 8mer, 7mer and 6mer sites that match the seed region of each miRNA (Lewis et al., 2005). The search for mRNA targets was specific to *B. taurus.* As a feature of TargetScan, the predictions were ranked based on targeting efficacy estimated using cumulative weighted context++ scores (Agarwal et al., 2015). The genes with high confidence (≤−0.4) in the cumulative weighted context++ score were selected as target genes for each miRNA (Agarwal et al., 2015).

### 2.7 mRNA-miRNA co-expression and network analysis

To identify the correlation pattern between the DEMI-gene targets identified by TargetScan, we also generated PWBC mRNA expression profiles from the same heifers as reported elsewhere (Banerjee et al., 2023). In brief, the mRNA profile of the same set of samples from FH (*n* = 7) and SFH (*n* = 7) was sequenced to generate paired-end 100 bp reads. After a quality check using FastQC v0.11.9 and MultiQC v1.12, the raw sequences were mapped using STAR aligner v2.7.5 (Dobin et al., 2013) to Ensemble’s ARS-UCD1.2 *B. taurus* genome as the reference. The raw counts per gene (obtained using the -*quantMode* function in STAR) were transformed to CPM using edgeR v3.28.1. The genes identified from the PWBC mRNA expression profiles were filtered to retain only those identified as miRNA targets based on TargetScan and were named ‘PWBC expressed TargetScan genes’. To determine the miRNA-gene correlation, we used the partial correlation and information theory (PCIT) approach. The CPM normalized ‘PWBC expressed TargetScan genes’ and DEMIs were used as an input for PCIT. The PCIT reports the significantly correlated pairs after comparing the possible trios of genes (Reverter and Chan, 2008), which allows us to build co-expression networks.

The networks were constructed using the correlations identified by PCIT between DEMIs and ‘PWBC-expressed TargetScan genes’ for each FH and SFH group in Cytoscape v3.8.2 (Shannon et al., 2003). The network for each group was analyzed using the Network Analyzer tool in Cytoscape v3.8.2 (Assenov et al., 2008). Next, to determine the differentially connected genes and miRNAs in each group, the network connectivity (K) measure for each network was standardized by taking a ratio of gene connectivity (degree) and maximum connectivity in each network. The differential connectivity (DK) measure was calculated as $DK_{i}=KSFH_{\left(i\right)}-KFH_{\left(i\right)}$ . The DK values were transformed to a z-score and ±1.96 SD was considered significant (*p* ≤ 0.05). The connectivity gain or loss was evaluated for each gene or miRNA in the SFH group as the reference. The central reference network comparing both groups was constructed using DyNet (Cytoscape plug-in) (Goenawan et al., 2016). DyNet allows for identifying and visualizing nodes and edge rewiring in response to cellular signals and highlights the most rewired nodes based on the central reference network constructed with FH and SFH groups (Goenawan et al., 2016).

### 2.8 Minimum free energy for miRNA-target prediction

To cross-validate the specificity of the target genes identified from TargetScan and correlate to the DEMIs, we used the RNAhybrid (Rehmsmeier et al., 2004). To this end, we retrieved the mature miRNA sequence from the miRBase database (Kozomara et al., 2019) and the cDNA sequence of the genes from BioMart (Durinck et al., 2005). The minimum free energy (mfe) was predicted for the miRNA-mRNA sequence; several miRNAs predicted to have a low mfe indicate a relatively high affinity for miRNA-mRNA complexes. The cutoff for mfe was set to less than −20 kcal/mol for evaluating miRNA-mRNA affinity (Yen et al., 2019; de Lima et al., 2021). Average mfe was calculated for the genes with multiple transcripts.

### 2.9 Functional enrichment analysis

The pathway over-representation analysis for the genes correlated with miRNAs identified by PCIT was carried out using ClueGO v2.5.8 (Cytoscape plug-in) (Bindea et al., 2009). The redundant terms were clustered based on a kappa score of 0.4, and the *B. taurus* annotation was used as the background in ClueGO. The significant pathways were selected based on the corrected *p*-value with Bonferroni step-down feature ≤0.05.

## 3 Results

### 3.1 Data generation and mapping statistics

We used small RNA-Seq to identify the difference in the expression of miRNAs from PWBC between two groups, FH and SFH. 

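PWBC were collected at weaning from 14 heifers, of which 7 later became pregnant to AI (FH) and 7 did not become pregnant (SFH), and 1 small RNA library was sequenced per heifer. The authors deposited the number of reads that miRDeep2 counted on each mature miRNA and precursor, without normalization, and a table of CPM for the miRNAs they retained. The trimming of adapters and end bases and the alignment limits given in the methods are already part of these counts. A mature miRNA with several precursors is listed once per precursor, and the listing with the highest total count was used. The total per heifer was then 1754971 to 5468341 counts in FH (median 3319368) and 1831960 to 3958469 counts in SFH (median 2663375). The difference in the mean total (SFH minus FH) was −669249 counts and lay within the spread between heifers (exact two-sided permutation test, p = 0.315, n = 7 per group). A count of 0 in a heifer allows up to 3 counts, which correspond to 0.549 to 1.71 CPM across the heifers. This limit covers counting error only, since the methods describe no removal of PCR copies. Differential expression (SFH relative to FH) was tested on the raw counts with edgeR's quasi-likelihood F-test after TMM normalization, without covariates. Single miRNAs were also compared by an exact two-sided permutation test of the difference in mean log2(TMM-normalized CPM + 0.5) over all 3432 arrangements of the heifers into groups of 7. The CPM values given for single miRNAs are on the scale of the deposited CPM table, whose totals run over the retained miRNAs.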

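Supplementary Table S1 of the paper lists the sequenced reads of each heifer. Averaged by group, these were 6.74 ± 1.91 M reads in FH and 7.11 ± 1.91 M reads in SFH (SD, n = 7 per group), with no detectable difference (exact two-sided permutation test, p = 0.725). The counts on mature miRNAs made up 48.7 ± 10.4% of the reads in FH and 41.0 ± 15.2% in SFH (SD, n = 7 per group; exact two-sided permutation test, p = 0.288). This share was lowest in heifer 32 (21.6%) and highest in heifer 30 (69.4%), both of the SFH group. The most abundant miRNAs were bta-miR-26a with 10.6% of all counts, bta-let-7a-5p with 6.93%, bta-miR-150 with 6.44%, bta-miR-21-5p with 5.72% and bta-let-7f with 5.69%. The 5 most abundant miRNAs of a heifer took between 32.0% and 40.9% of the counts of that heifer.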

The sequencing from all the samples yielded an average of 6.9 million reads. 

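The share of reads mapped, which the paper lists per heifer in Supplementary Table S1, averaged 80.3 ± 7.75% in FH and 75.9 ± 7.67% in SFH (SD, n = 7 per group). The difference was smaller than the spread within either group (exact two-sided permutation test, p = 0.297). The share ranged from 63.8% in SFH heifer 32 to 89.0% in FH heifer 27. In the deposited count table, 177 lines repeat a mature miRNA that is already listed with another precursor, and 83 miRNAs have counts on more than 1 of their lines.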

On average, 78.13% of reads were uniquely mapped to the *B. taurus* reference genome (Supplementary Table S1), yielding a dataset of 1,207 miRNAs in 14 samples. Following filtering to remove the zero counts, 614 miRNAs were retained. 

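At least 1 count in at least 1 heifer was present for 614 mature miRNAs in the deposited counts, once repeated names were merged, and a further 416 had no count in any heifer. Without merging, 756 of the 1207 lines had a count. Counts were present in every heifer for 213 miRNAs. The number of miRNAs detected per heifer was 348 ± 45.2 in FH and 383 ± 34.1 in SFH (SD, n = 7 per group; exact two-sided permutation test, p = 0.136).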

After the CPM filter approach, 341 miRNAs in 14 samples were used for further analysis.

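A CPM of at least 1 in at least 7 of the 14 heifers was reached by 341 miRNAs, and these are the 341 miRNAs of the deposited CPM table. The number retained was 324 when at least 8 heifers had to reach that CPM, 203 when all 14 had to, and 196 when every heifer had to have at least 10 counts. With each precursor of a miRNA kept as its own entry, 434 entries passed. Retained miRNAs could still be absent from a library. On average 38.4 ± 21.6 of them had no count in an FH heifer and 25.0 ± 16.0 had none in an SFH heifer (SD, n = 7 per group; exact two-sided permutation test, p = 0.216).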

### 3.2 Differentially expressed miRNAs (DEMIs)

We identified 16 DEMIs between the FH and SFH group out of 341 miRNAs [(*p*-value ≤0.05 and absolute (log2 fold change ≥0.5)] (Figure 2; Supplementary Table S2). 

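In edgeR's quasi-likelihood test of the 341 miRNAs, 13 passed both thresholds, of which 5 were higher and 8 lower in SFH. All 13 are among the 16 DEMIs of Supplementary Table S2, and no miRNA outside that list passed. Of the other DEMIs, bta-let-7a-5p had a log2 fold change of −0.49, and bta-miR-6119-3p and bta-miR-450b had unadjusted p-values of 0.0520 and 0.0753 in edgeR. The log2 fold change of bta-miR-6119-3p rested in part on FH heifer 22, without which it was −0.33. At any fold change, 20 miRNAs had an unadjusted p-value of at most 0.05, where evenly spread p-values would give 17.1 of 341. Of 100 splits of the heifers into 7 and 7, the real one included, 19 gave at least 20 such miRNAs (median 9). After Benjamini-Hochberg adjustment of edgeR's p-values over the 341 miRNAs, 0 had an adjusted p-value of at most 0.05, and the smallest was 0.142. Adjusted over the list alone, 13 of the 16 DEMIs had a p-value of at most 0.05 in the same test, but the list was chosen on these heifers, so this is not independent evidence. The exact permutation test gave 21 miRNAs with an unadjusted p-value of at most 0.05 and 0 after adjustment over the 341 (smallest 0.255). A single miRNA cannot pass that adjustment alone, since the smallest exact permutation p that 7 heifers against 7 allow, 0.000583, adjusts to 0.199 over the 341. It gave 10 of the 16 DEMIs without adjustment and 9 when adjusted over the list alone. The heifers of the groups did not separate completely for any miRNA, where chance gives 0.199 such miRNAs. DESeq2, the tool named in the methods, gave all 16 DEMIs, 2 of them with a Benjamini-Hochberg adjusted p-value of at most 0.05. The alternative that moved the count most was the test without a CPM filter, in which 126 of 614 miRNAs passed both thresholds. Without that filter, 36 of 100 splits of the heifers gave at least 126, and the median split gave 122. That count therefore does not set FH and SFH apart. The paper takes the miRNAs past its p-value and fold change thresholds as differentially expressed, and from this difference at weaning it proposes that miRNAs and their genes might play a role in predicting later reproductive performance.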

The top 5 upregulated miRNAs in the SFH group with the highest fold change difference included bta-miR-677, bta-miR-1839, bta-miR-1434-3p, bta-miR-2332 and bta-miR-140, while the downregulated miRNAs were bta-miR-450b, bta-miR-2419-5p, bta-miR-92b, bta-miR-574 and bta-miR-2478.

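The log2 fold changes from edgeR were 2.94 for bta-miR-1434-3p (standard error 1.30), 1.41 for bta-miR-677 (0.48), 1.24 for bta-miR-2332 (0.48), 0.57 for bta-miR-140 (0.25) and 0.55 for bta-miR-1839 (0.20). Among the downregulated miRNAs they were −1.45 for bta-miR-450b (standard error 0.77), −1.15 for bta-miR-2419-5p (0.41), −0.96 for bta-miR-92b (0.23), −0.79 for bta-miR-574 (0.27) and −0.78 for bta-miR-2478 (0.20). bta-miR-1434-3p was low in FH, with 2.72 ± 4.27 CPM in FH and 21.2 ± 15.7 CPM in SFH (SD, n = 7 per group), and had no count in 3 FH heifers and 1 SFH heifer. Its exact two-sided permutation p was 0.0262 (n = 7 per group). bta-miR-677 had 43.6 ± 24.8 CPM in FH and 119 ± 67.9 CPM in SFH (exact two-sided permutation test, p = 0.0192, n = 7 per group). bta-miR-2332 varied more within SFH (1926 ± 1204 CPM) than it differed from FH (777 ± 492 CPM), and its exact two-sided permutation p was 0.199 (n = 7 per group). It followed the share of reads mapped within both groups, and with that share as a covariate its log2 fold change was 0.55 (standard error 0.37). The same covariate left bta-miR-677 at a log2 fold change of 0.96 and bta-miR-1434-3p at 2.28, neither past the p-value threshold. bta-miR-140 lost its place past the thresholds in 6 of the 14 fits that each left out 1 heifer, bta-miR-1434-3p lost it in 3, and bta-miR-2332 lost it without SFH heifer 32. bta-miR-450b passed the thresholds in DESeq2 with a log2 fold change of −1.46 (standard error 0.71), and its exact two-sided permutation p was 0.0868 (n = 7 per group). bta-miR-574 had 313 ± 68.7 CPM in FH and 189 ± 78.2 CPM in SFH (exact two-sided permutation test, p = 0.0035, n = 7 per group), with FH heifer 20 (463 CPM) and SFH heifer 30 (348 CPM) far above the others of their groups.

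**Figure D1:**
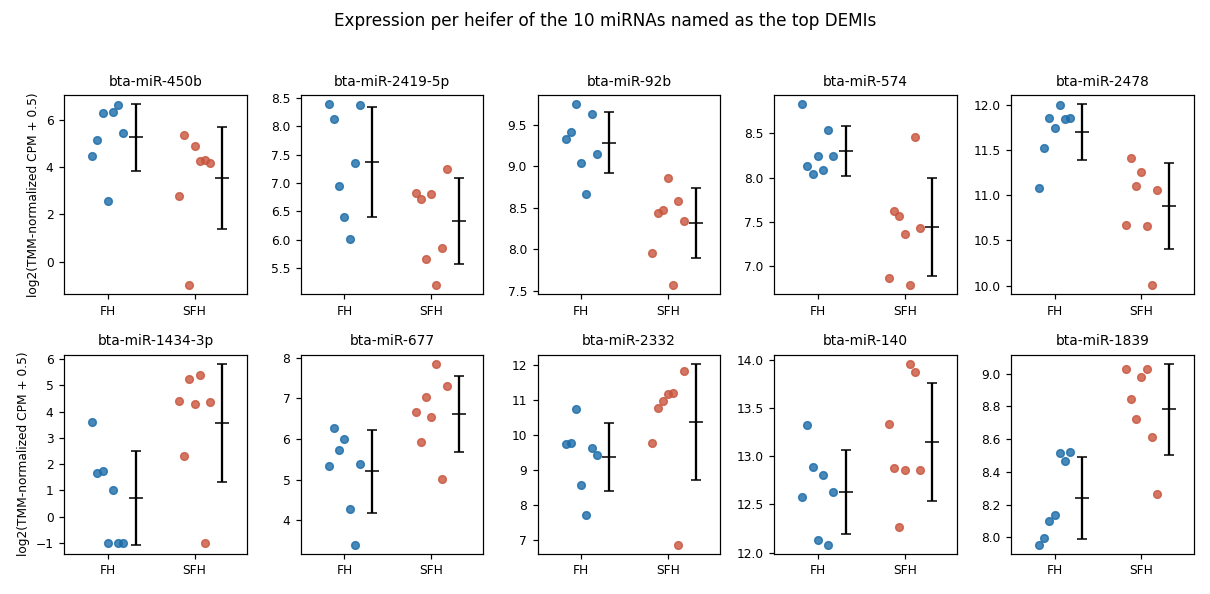
Expression of the 10 miRNAs in each of the 7 FH and 7 SFH heifers, as log2(TMM-normalized CPM + 0.5), with downregulated miRNAs in the top panels and upregulated miRNAs in the bottom panels. Points are heifers and the bars give the mean and SD of each group; the lowest points of bta-miR-1434-3p (3 FH heifers and 1 SFH heifer) and the lowest SFH point of bta-miR-450b are heifers without a count.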

**FIGURE 2:**
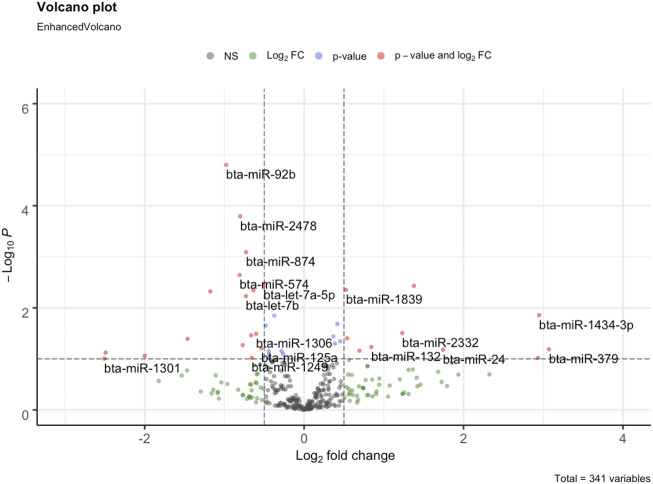
Volcano plot of differentially expressed miRNAs between FH and SFH groups. Each dot corresponds to a miRNA. The log2fold change is represented in the *x*-axis represents, while the negative log (base 10) of the *p*-value in the *y*-axis. The horizontal dashed line represents the threshold with a *p*-value cutoff <0.05, while the vertical bars represent the absolute log2fold change >0.5. The 16 DEMIs are labeled in the plot. The left panel (0 to −3 of log2fold change) is downregulated, while the right panel (0–4 of log2fold change) is upregulated miRNAs.

### 3.3 Target gene prediction and overlapping with genes expressed in PWBC

The predicted gene targets for 16 DEMIs were retrieved from TargetScan. The genes with high confidence (≤−0.4) in the cumulative weighted context++ score were selected as target genes for each miRNA. We identified 1,365 genes targeted by the 16 DEMIs (Figure 3), out of which 741 were expressed in PWBC (Supplementary Table S3). Out of the 741 genes, nine were previously reported as differentially expressed in PWBC from the same set of FH and SFH heifers (Supplementary Table S3) (Banerjee et al., 2023). The nine genes and their miRNA targets are as follows: bta-miR-92b targeted *KLF4* and *KAT2B*, bta-miR-2419-5p targeted *LILRA4*, bta-miR-1260b targeted *UBE2E1*, *SKAP2* and *CLEC4D*, bta-let-7a-5p targeted *GATM*, *MXD1* and bta-miR-1839 targeted *ESR1*.

**FIGURE 3:**
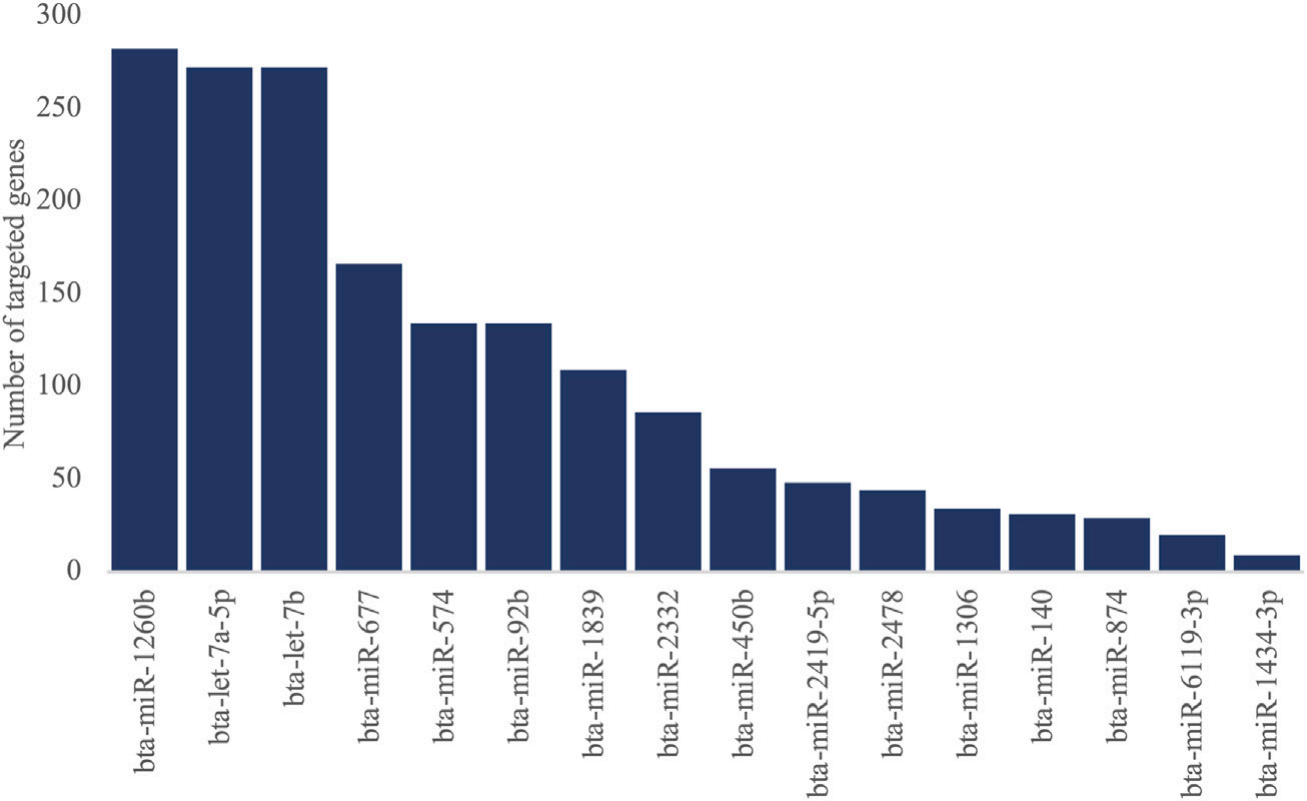
Number of genes targeted by 16 DEMIs (ranked in descending order).

### 3.4 miRNA-mRNA co-expression and network analysis

We used the PCIT algorithm to build two networks (each from FH and SFH groups) to identify the coordinated expression patterns and potential regulatory role between genes and miRNAs. For the network, the correlation of CPM normalized PWBC-expressed TargetScan genes (*n* = 741) (see Methods) and DEMI (*n* = 16), corresponding to 7 samples in FH and 6 in the SFH group, was used. One sample was removed from the SFH group due to the poor quality of the mRNA sequence. We identified 33,014 and 29,280 correlations in FH and SFH groups, respectively, consisting of miRNA-gene, miRNA-miRNA, and gene-gene correlations (Supplementary Table S4). To retrieve the biologically meaningful miRNAs and reduce data dimensionality, we only retrieved the miRNA-miRNA and miRNA-gene pairs (Supplementary Table S5). We identified 926 and 689 significantly correlated pairs (*r* > |0.6|, *p* ≤ 0.05) in the FH and SFH groups (corresponding to 546 and 409 unique genes) (Supplementary Table S5). 

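The 16 DEMIs form 120 miRNA-miRNA pairs, and their correlations can be computed from the CPM values. The mRNA values were not used here, so no miRNA-gene pair was tested. Over the 7 FH heifers, 20 of the 120 pairs had an absolute r above 0.6, of which 12 were positive and 8 negative. The counts given here use r alone, whereas the paper's pairs were also selected by PCIT, so they are not the same measure. The part of the paper's supplement that was read lists 7 miRNA-miRNA pairs for FH and 17 for SFH. The paper's text does not name the SFH sample that was removed for its mRNA sequence. The r values of the 17 SFH miRNA-miRNA pairs in the paper's supplement equal those computed without heifer 30 to within rounding for 17 of 17 pairs, and for 0 of 17 pairs with any other SFH heifer left out. Over those 6 SFH heifers, 35 of the 120 pairs had an absolute r above 0.6, of which 15 were positive and 20 negative. Over all 7 SFH heifers there were 25 such pairs, 11 positive and 14 negative. With Spearman's rho in place of r, the numbers were 21 in FH, 26 in the 6 SFH heifers and 32 in all 7 SFH heifers. The higher number without heifer 30 was therefore seen with r and not with rho. Fewer heifers also give more such pairs by chance. With shuffled values the median number by r was 24 over the 6 SFH heifers and 18 over all 7. Heifer 30 had the lowest CPM of the SFH group for bta-miR-2332 (115 CPM), bta-miR-677 (31.3 CPM) and bta-miR-2478 (1015 CPM). By an exact two-sided permutation test of r, 6 pairs in FH, 14 in the 6 SFH heifers and 7 in all 7 SFH heifers had an unadjusted p-value of at most 0.05. After Benjamini-Hochberg adjustment over the 120 pairs, 0 pairs did in each of these groups of heifers, and the smallest adjusted p-values were 0.119, 0.167 and 0.333 in the same order. With 6 heifers no single pair can pass, since the smallest exact permutation p is 0.0014, which adjusts to 0.167 over the 120 pairs. The pair with the smallest p in FH was bta-miR-92b and bta-miR-2332, with Pearson's r = 0.96 (exact permutation p = 0.00099) and Spearman's rho = 0.96 (exact permutation p = 0.0028) over 7 heifers. Its r was 0.90 over the 5 heifers left without the 2 farthest from the median of bta-miR-92b. Within FH, r with the share of reads mapped was −0.83 for bta-miR-2332 and −0.65 for bta-miR-92b (exact permutation p = 0.0129 and 0.112). A property of the libraries is therefore not excluded for this pair. In the 6 SFH heifers the same pair had r = 0.21 (exact permutation p = 0.689) and rho = 0.14 (exact permutation p = 0.803). There r was 0.58 over the 4 heifers left without the 2 farthest.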

The network for each group was visualized using Cytoscape (Figures 4A, B). Of the 16 DEMIs, 15 miRNAs were differentially connected with only bta-miR-1260b not having differential connections. Overall, the SFH group exhibited a loss of miRNA-mRNA network connectivity (Supplementary Table S6). Next, we identified the correlation pattern of the miRNA-gene pair in our study that was identified from TargetScan (Supplementary Table S7). Of the 741 predicted target genes with the corresponding miRNA, 48 and 39 genes were correlated with 12 and 11 DEMIs in the FH and SFH groups, respectively (Supplementary Table S7; Figures 5A, B). Out of these pairs, we identified 30 and 27 negative correlations among the miRNA-gene pairs in FH and SFH, respectively (Supplementary Table S7). Some correlated pairs included bta-miR-2478 with *SMIM7*, bta-miR-574 with *TRADD*, *HDHD2* and *HSF1*, and bta-miR-2332 with *MAX* in the FH group; and bta-miR-1260b with *ERAS*, bta-miR-2332 with *SEC63* and *HIF1A* in the SFH group, exhibited a high negative correlation (*r* = 0.9). All the miRNA-gene pairs exhibited a mfe <−20 kcal/mol, except bta-miR-450b with *SH3YL1* (−18.9 kcal/mol) and with *B2M* (−19.7 kcal/mol).

**FIGURE 4:**
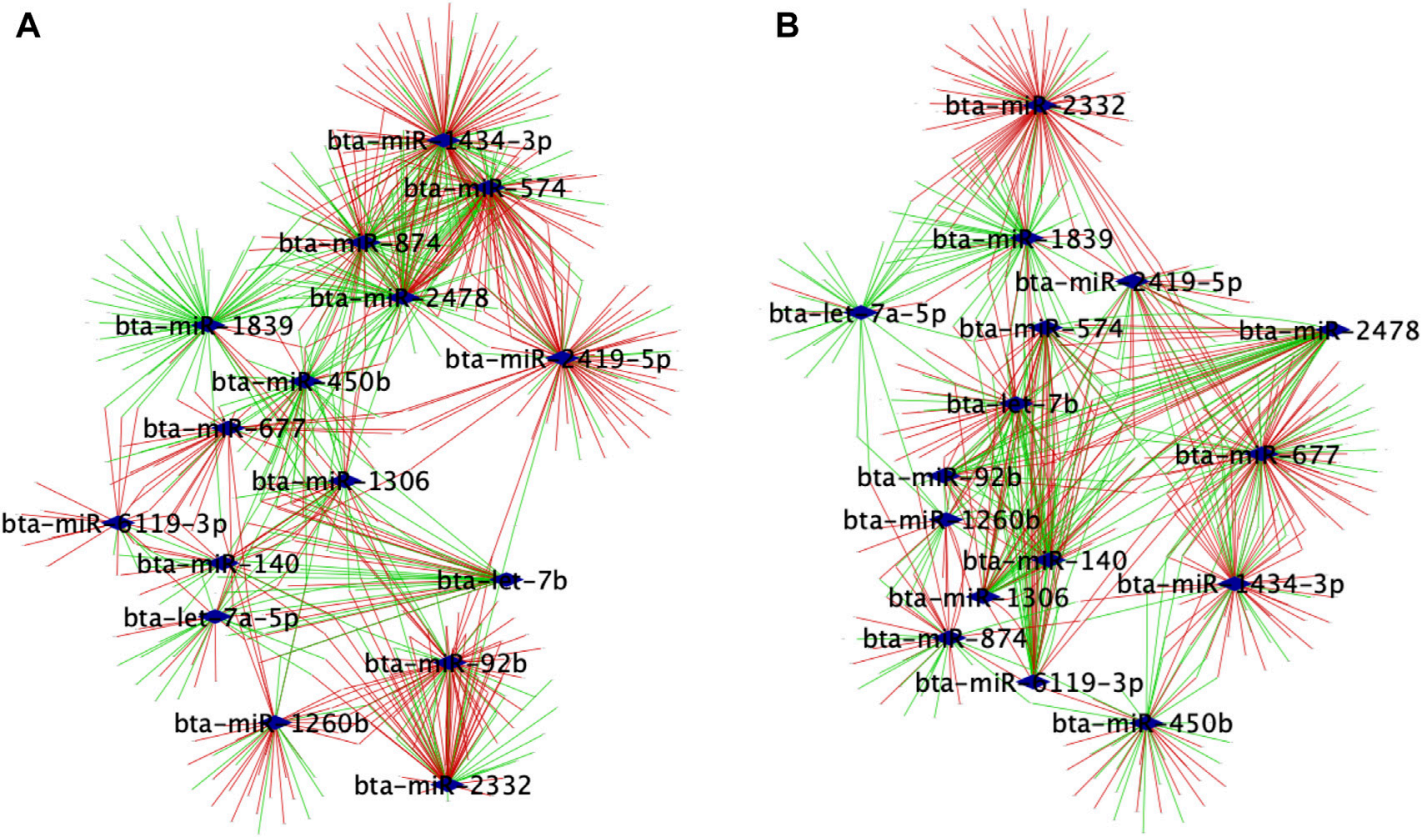
Regulatory networks of co-expressed genes with 16 DEMIs in **(A)** FH and **(B)** SFH groups. Nodes are genes significantly correlated with miRNAs, while edges are positive or negative interactions (correlations) between the miRNA and target genes. The blue diamond represents the DEMIs; green strokes represent positive correlations, while red strokes represent negative correlations.

**FIGURE 5:**
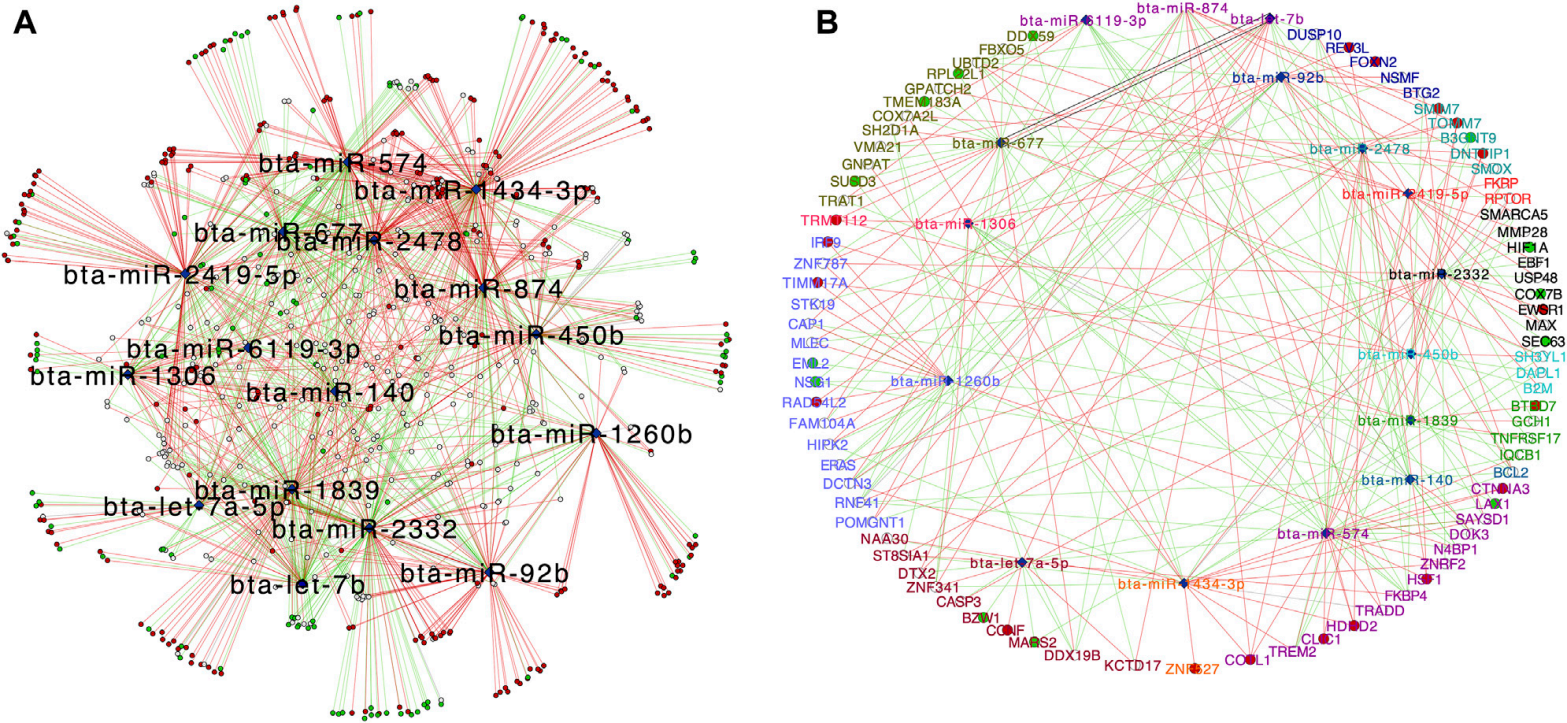
Central reference network constructed using DyNet. **(A)** Network comparison based on the rewired node in the FH and SFH group. The network comprises of 650 nodes and 1547 edges. The blue diamond represents the DEMIs. Unique nodes are shown in red (FH) and green (SFH). Shared nodes are shown in white. **(B)** Central reference network showing the miRNA-gene correlated pair as identified from TargetScan (Supplementary Table S7). Unique nodes are shown in red (FH) and green (SFH). Shared nodes are shown in white. For ease of visualization, each miRNA-target gene pair is labeled with the same color.

### 3.5 Pathway analysis

To translate the genes targeted by the miRNAs from PCIT into biologically meaningful processes, we performed pathway enrichment analysis. The top significant (Bonferroni corrected Group *p*-value ≤0.05) KEGG pathways identified in the FH group include MAPK, ErbB, HIF-1, FoxO, p53, mTOR, T-cell receptor, insulin and GnRH signaling, apoptosis and pathways regulating pluripotency of stem cells (Supplementary Table S8). The top significant KEGG pathways of the SFH group include cell cycle, p53 signaling pathway and apoptosis (Supplementary Table S9). Additionally, the biological process in the SFH group includes a hormone-mediated signaling pathway, cellular response to stress, negative regulation of growth, inflammatory response to antigenic stimulus and signal transduction in response to DNA damage (Supplementary Table S9).

## 4 Discussion

Evidence suggests that miRNAs play an essential regulatory role in several biological processes involving cell proliferation, cell death, epigenetic changes, and apoptosis (Bartel, 2004; Cupp et al., 2009). All these processes have the potential to promote phenotypic variation within the population. Among the traits, phenotypes associated with reproductive outcome and fertility are of major interest to cattle producers, mainly because of the high production loss from a heifer of low reproductive potential. Specifically in reproductive biology, miRNAs have been demonstrated to be important regulators of embryonic development in humans and livestock, such as predicting pregnancy outcomes (Ioannidis and Donadeu, 2016; Hitit et al., 2022), embryo viability (Pohler et al., 2017) and implantation (Kose et al., 2022), and endometrial receptivity (Zang et al., 2021). Moreover, miRNAs regulate the gene targets by repressing or stimulating their expression (Orang et al., 2014). Thus, the present study was undertaken to identify the difference in the miRNA expression and the respective gene targets in the PWBC of beef heifers at weaning and their potential as predictors of future reproductive potential in beef heifers.

We identified five miRNAs (bta-miR-92b, bta-miR-2419-5p, bta-miR-1260b, bta-miR-1839 and bta-let-7a-5p) targeting differentially expressed genes from PWBC of the same beef heifers. Among them, bta-miR-92b is the most significant miRNA downregulated in the SFH group. 

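In FH, bta-miR-92b had 625 ± 152 CPM and in SFH 337 ± 87.4 CPM (SD, n = 7 per group; exact two-sided permutation test, p = 0.0012). With TMM normalization, 6 of the 7 FH heifers lay above every SFH heifer, and all 7 SFH heifers lay below the FH median. It ranked 1st of the 341 miRNAs by edgeR's quasi-likelihood p-value, with a Benjamini-Hochberg adjusted p-value of 0.142. With each heifer left out in turn, its log2 fold change stayed between −1.06 and −0.86, and the adjusted p-value from the same test ranged from 0.0601 to 0.444. The Benjamini-Hochberg adjusted p-value was 0.00536 in DESeq2 and 0.0474 in edgeR when every precursor entry was kept. In the RefSeq annotation of a later cattle assembly (ARS-UCD2.0), its precursor gene overlaps no other gene and lies between *THBS3* and *MUC1*.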

Expression of miR-92b was significantly upregulated in the porcine placenta on day 90 of gestation (Su et al., 2010). In a study reported in cattle, miR-92b (downregulated expression) was associated with endometritis, an inflammatory response in the endometrium that causes reproductive disorder (Jiang et al., 2021). The authors further reported that over-expression of miR-92b significantly suppressed the activation of the toll-like receptor in lipopolysaccharide-mediated bovine endometrial cells, thereby reducing pro-inflammatory cytokines and inhibiting cell apoptosis (Jiang et al., 2021). Interestingly, in a separate study, miR-92 has been identified to regulate *KLF4* (Hamik and Jain, 2012). In female fertility, *KLF4* mediates the anti-proliferative effects of progesterone during the G0/G1 arrest in endometrial epithelial cells in humans (Shimizu et al., 2010). In our study, *KLF4* was identified as one of the potential targets of bta-miR-92b from TargetScan and associated with pathways involved with post-embryonic development, cell-cell adhesion, and immune system development in the FH group. Another target gene associated with bta-miR-92b in our study was *KAT2B*. With the pathway analysis, we identified *KAT2B* underlying negative regulation of serine/threonine kinase activity and phosphorylation pathways in the FH group. Interestingly, *KLF4* and *KAT2B* have been identified as downregulated in the PWBC of non-pregnant heifers compared to pregnant heifers (Banerjee et al., 2023). Furthermore, from the PCIT network analysis, we identified bta-miR-92b as more connected with genes/miRNA targets in fertile heifers (68 targets) than in subfertile heifers (31 targets). Among the common genes from TargetScan and PCIT, we found that the bta-miR-92b was correlated with the *BTG2*, *REV3L*, *FOXN2* and *NSMF* genes in the FH group and *DUSP10* in the SFH group. *DUSP10* is associated with negative regulation of growth, phosphorylation, and transferase and kinase activity. *DUSP10* plays a significant role in the innate and adaptive immune response by regulating the mitogen-activated protein (MAP) kinase modulated by kinase and phosphatase (Zhang et al., 2004). Despite these findings, further mechanisms of bta-miR-92b and its gene targets need to be explored for fertility and reproductive outcome in bovines.

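In FH, bta-miR-1260b was present at 1554 ± 358 CPM, compared to 1065 ± 308 CPM in SFH (SD, n = 7 per group; exact two-sided permutation test, p = 0.0192). The log2 fold change was −0.61 (standard error 0.22), and the Benjamini-Hochberg adjusted p-value of edgeR's quasi-likelihood test over the 341 miRNAs was 0.415. Leaving out 1 heifer at a time gave log2 fold changes from −0.74 to −0.53. All 7 SFH heifers lay below the FH median after TMM normalization, and 4 FH heifers lay above every SFH heifer. The precursor of bta-miR-1260b overlaps *MAML2* in the RefSeq annotation of ARS-UCD2.0.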

Bta-miR-1260b was significantly downregulated in the SFH group. In previous studies, miR-1260 has been associated with infertility in humans (Butler et al., 2021). From TargetScan, we identified *UBE2E1*, *SKAP2* and *CLEC4D* as predicted genes targeted by bta-miR-1260b. These genes were differentially expressed in the PWBC of beef heifers at weaning (Banerjee et al., 2023). *SKAP2* and *CLEC4D* were associated with regulating the immune response pathway in the FH group. *SKAP2* is a substrate of Src family kinase and regulates cellular processes, including proliferation, adhesion, migration and stress response (He et al., 2017). In a previous study, *SKAP2* was detected in all developmental stages of mouse oocytes and depletion of *SKAP2* caused the failure of spindle migration, polar body extrusion and cytokinesis defects (He et al., 2017). In a separate study in sheep, *SKAP2* was differentially expressed in the granulosa cells from superstimulated lamb and ewe follicles and was associated with cellular growth, proliferation, and migration (Wu et al., 2016). *CLEC4D* was found to play important roles in immunity and homeostasis (Graham et al., 2012). Besides *SKAP2* and *CLEC4D*, bta-miR-1260b had a high correlation (*r* > |0.9|) with *ERAS* and *NSG1* in the SFH group, identified from the network analysis. Furthermore, *ERAS* was identified with a mfe of −30.5 kcal/mol confirming as a predictive target of bta-miR-1260b. In bovines, lipopolysaccharide treatment of bovine endometrial epithelial cells caused differential methylation of the *NSG1* gene associated with inflammation and endometrial function (Jhamat et al., 2020). These studies suggest the role of the genes targeted by bta-miR-1260b with inflammation and immune response. Inflammation and immune response are connected at many levels with fertility and reproductive outcome in cattle (Fair, 2015); however, the detailed mechanisms still need to be explored.

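The CPM of bta-miR-1839 was 298 ± 47.9 in FH and 457 ± 77.7 in SFH (SD, n = 7 per group; exact two-sided permutation test, p = 0.0047). All 7 SFH heifers were above the FH median after TMM normalization, and 4 FH heifers were below every SFH heifer. The adjusted p-value over the 341 miRNAs (edgeR's quasi-likelihood test, Benjamini-Hochberg) was 0.480, and the log2 fold change stayed between 0.50 and 0.61 when 1 heifer at a time was left out. When every precursor entry of the count table was kept, the log2 fold change was 0.47, under the threshold of 0.5. In the RefSeq annotation of ARS-UCD2.0 the precursor overlaps *MROH1*. Connections to genes were not analysed here.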

Bta-miR-1839 was upregulated but had less miRNA-gene network connections (64 targets) in the SFH group compared to the FH group (69 targets). In a microarray-based mice study, an increase in the expression of miR-1839 was observed during the implantation periods (day 5) in the luminal epithelium and endometrium (Li et al., 2015). We identified *ESR1* (estrogen receptor 1) targeted by the bta-miR-1839 through TargetScan. Interestingly, *ESR1* was downregulated in the non-pregnant beef heifers compared to the pregnant group (Banerjee et al., 2023). In humans, *ESR1* gene expression and protein abundance were disrupted in the endometrium of patients with severe preeclampsia (Garrido-Gomez et al., 2021). Likewise, the role of *ESR1* with the cAMP signaling pathway was identified as critical in decidualization (Kaya Okur et al., 2016). Moreover, an association of genetic variants in *ESR1* has been identified with recurrent pregnancy loss in women (Pan et al., 2014; Bahia et al., 2020). Previous studies reported *ESR1* mediating the biological activity and proliferative effects of estrogen on the reproductive tissues, including ovarian follicular cells (Hewitt and Korach, 2003). Moreover, ERα (*ESR1*) knockout female mice were sterile and preovulatory follicles did not ovulate upon superovulation treatment (Hewitt and Korach, 2003). In our study, *ESR1* was associated with the activation of immune response and pattern recognition receptor signaling pathway, further supported by previous human studies (Kovats, 2015).

The SFH group heifers exhibited bta-miR-2419-5p as significantly downregulated and with low miRNA-gene connectivity (29 targets) in our study and associated with *LILRA4* identified by TargetScan. 

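The heifers of the FH group varied widely in bta-miR-2419-5p, with 197 ± 123 CPM (range 61.5 to 342), while SFH heifers had 92.0 ± 45.3 CPM (SD, n = 7 per group). The exact two-sided permutation p was 0.0478 (n = 7 per group), and edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p-value of 0.415 over the 341 miRNAs. The SFH range of 36.4 to 164 CPM overlapped the FH range. Log2 fold changes between −1.34 and −0.97 were obtained in the 14 fits without 1 heifer each. The RefSeq annotation of ARS-UCD2.0 places the precursor gene between *NOD1* and *ZNRF2*, without overlap with either.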

In a study on super stimulatory response in cattle, plasma miR-2419-5p was identified as downregulated in unstimulated low ovarian response heifers compared to high response heifers (Gad et al., 2020). *LILRA4* is a member of leukocyte immunoglobulin-like receptors (LILR) that regulate innate and adaptive immune functions (Hogan et al., 2012). *LILRA4* was significantly downregulated in the subfertile beef heifers at weaning compared to the heifers conceived to AI during the first breeding season (Banerjee et al., 2023). This was supported by the findings in a study on blood transcriptome in Holstein cows where *LILRA4* was downregulated in the miscarriage cow group compared to the pregnant group (Zhao et al., 2019).

The importance of miRNA function is not only for regulating adaptive and innate immune response but also for cellular proliferation, trophoblast invasion and cellular differentiation (Hayder et al., 2018), which are important for a successful pregnancy. We identified bta-let-7a-5p as downregulated in the SFH group heifers. 

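The mean CPM of bta-let-7a-5p was 76725 ± 16968 in FH and 58006 ± 2923 in SFH (SD, n = 7 per group; exact two-sided permutation test, p = 0.0052). FH heifers spread from 56265 to 102516 CPM. The standard error of its log2 fold change in edgeR was 0.16, and the adjusted p-value (quasi-likelihood test, Benjamini-Hochberg) was 0.415. Its side of the fold change threshold depended on the normalization, since relative log expression size factors in edgeR and DESeq2 each gave a log2 fold change of −0.51. In the 14 fits without 1 heifer each, the log2 fold change ranged from −0.55 to −0.36, with the value nearest to 0 obtained without FH heifer 29. The RefSeq annotation of ARS-UCD2.0 lists 3 precursor genes for bta-let-7a-5p. Members of the let-7 family differ by few bases, so reads could have been counted on a neighbouring member and the value of a single member is uncertain. The other members were chosen after their values were seen. With TMM normalization the log2 fold change was −0.71 for bta-let-7b (−0.44 without FH heifer 25), −0.46 for bta-let-7d, −0.42 for bta-let-7c, −0.41 for bta-let-7e, −0.23 for bta-let-7f and −0.20 for bta-miR-98. Single heifers moved several of these, to −0.21 for bta-let-7c and −0.18 for bta-let-7e without FH heifer 25, −0.12 for bta-let-7f without FH heifer 29 and −0.10 for bta-miR-98 without FH heifer 27. With all heifers, the 6 members stayed below 0 with the 3 other scalings tried, whereas bta-let-7g had −0.04 with TMM and 0.03 with library totals only, and bta-let-7i had 0.06 and 0.13. For bta-let-7a-3p the TMM value was −0.37 (standard error 0.41) with all heifers and changed sign to 0.10 without FH heifer 22.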

Expression of let-7a-5p in the placenta during the first trimester has been involved with low cytotrophoblast proliferation (Smith et al., 2021). In a similar context in humans, let-7a was downregulated in the blood plasma of females with recurrent pregnancy loss compared to controls (Jairajpuri et al., 2021). In a transcriptome study with human plasma and placenta, let-7a-5p was upregulated at 11–23 weeks of gestation compared to the 6–10 weeks group (Smith et al., 2021). For further insight, we identified bta-let-7a-5p with more miRNA-gene connectivity in the SFH group (33 targets) than in the FH group (29 targets). Furthermore, *GATM* and *MXD1* genes were regulated by bta-let-7a-5p identified by TargetScan. *GATM,* a gene that encodes L-arginine and catalyzes the rate-limiting step in the synthesis of creatinine, was associated with the amino acid biosynthesis pathway in our study. This is further supported by a previous study where *GATM* is expressed during development and is imprinted in mouse placenta and yolk-sac (Sandell et al., 2003).

Apart from these miRNA-gene pairs, we identified bta-miR-574 with a high negative correlation (>0.85) with *FKBP4* and *N4BP1* in the SFH group and with *TRADD*, *HDHD2* and *HSF1* in the FH group. Bta-miR-574 exhibited a loss of gene connectivity in the SFH group. Interestingly, miR-574 was identified to be upregulated in women with preeclampsia and involved with endothelial dysfunction (Lip et al., 2018). Furthermore, miR-574 in porcine cumulus cells has been shown to suppress oocyte maturation (Pan et al., 2018). In our study, bta-miR-574 was correlated with the *FKBP4* gene that was associated with response to lipid and steroid hormone and female pregnancy pathways. In humans, *FKBP4* mRNA expression was decreased in the endometrium with endometriosis compared to controls (Yang et al., 2012). In fertile heifers, bta-miR-574 was correlated with *TRADD,* which was over-represented for apoptosis pathways. Furthermore, bta-miR-574 was correlated with *HSF1,* which was over-represented for nucleic acid transport. In previous studies, *TRADD* has been reported as regulating perinatal development and adulthood survival in mice (Dowling et al., 2019), while *HSF1* was essential for reproductive success in pre-implantation embryos (Abane and Mezger, 2010). MiRNA bta-miR-2332 was negatively correlated with *MAX* in the FH group and with *HIF1A*, *SEC63* and *COX7B* in the SFH group. *HIF1A,* in response to gonadotropins, activates steroidogenesis and cell proliferation in granulosa cells critical for ovulation (Lim M. et al., 2021), thereby exhibiting a potential role in fertility. We identified bta-miR-2478 downregulated with a loss of gene connectivity in the SFH group. 

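SFH heifers had 2022 ± 591 CPM of bta-miR-2478 and FH heifers 3303 ± 613 CPM (SD, n = 7 per group; exact two-sided permutation test, p = 0.0029). It ranked 2nd of the 341 miRNAs in edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p-value of 0.161, and DESeq2 gave it a Benjamini-Hochberg adjusted p-value of 0.0274. After TMM normalization, 6 of the 7 FH heifers were above every SFH heifer. The log2 fold change was −0.88 to −0.67 across the fits with 1 heifer left out. Gene connectivity was not analysed here. Its precursor gene overlaps no other gene in the RefSeq annotation of ARS-UCD2.0.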

Supporting our results, previous studies found that the expression of bta-miR-2478 was downregulated in bovine cumulus cells that did not cleave compared to ones that cleaved to form a blastocyst, thereby serving as an indicator of oocyte quality (Uhde et al., 2017). These miRNAs and miRNA-gene targets open up further avenues for research to be explored in relation to fertility and reproductive outcome in heifers.

From the network connectivity, we identified bta-miR-92b, bta-miR-574, bta-miR-1839, bta-miR-450b, bta-miR-2419-5p, bta-miR-874, bta-miR-2478 and bta-miR-1434-3p with a loss in network connectivity with the target genes and miRNAs, while bta-miR-2332, bta-miR-677, bta-let-7b, bta-let-7a-5p, bta-miR-1306, bta-miR-140 and bta-miR-6119-3p with a gain in network connections in the subfertile heifer group. This suggests that the loss of connectivity in heifers with low reproductive outcome is due to the rewiring of the major regulators. A potential explanation for the heifers not becoming pregnant could be attributed to the difference in the connectivity between the miRNAs and their target genes.

Some miRNAs and their targeted genes were previously reported to be associated with fertility and pregnancy outcomes in cattle and other species; herein, we reported novel miRNA-gene pairs that warrant further investigation. Combining the gene prediction of miRNAs from TargetScan and the genes differentially expressed in our previous study, we identified bta-miR-92b targeted *KLF4*, *KAT2B*, bta-miR-1839 targeted *ESR1*, bta-let-7a-5p targeted *GATM* and *MXD1*, bta-miR-1260b targeted *UBE2E1*, *SKAP2* and bta-miR-2419-5p targeted *LILRA4.* Additionally, with the PCIT network analysis approach, we identified genes with high negative correlation targeted by the miRNAs, such as *DUSP10* correlated with bta-miR-92b*, ERAS* with bta-miR-1260b, *FKBP4* with bta-miR-574 and *HIF1A* with bta-miR-2332 in the SFH group*.* Most of the previously reported studies revealed a difference in the miRNA and target gene levels during pregnancy; however, there is a possibility that these miRNAs and genes have been dysregulated for a long time without any visible symptoms until identified with pregnancy complications. Therefore, our study provides insights into the differential expression of miRNAs and genes in beef heifers as early as weaning that might play a role in predicting future reproductive performance. Thorough knowledge of the interactions will likely be needed to improve our understanding of female fertility issues and potentially develop therapeutic targets. One of the limitations of this study was the sample size, i.e., 14 heifers (7 in each group). Therefore, confirming these targets in a bigger cohort and following-up with additional time points including post-weaning, before AI and during pregnancy in heifers is required to further validate these targets and determine their potential benefit to the beef cattle industry.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc&equals;GSE225854,GSE225854.

How the deposited data were processed for this re-analysis (not part of the article)

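Small RNA was sequenced from PWBC of 14 heifers at weaning, 1 library per heifer, in the 7 FH and 7 SFH heifers that the paper compares. The paper's text names no preparation batch and no pairing of heifers, and each library is a different animal. The authors trimmed the adapter and end bases of the reads, aligned them with miRDeep2 to the ARS-UCD1.2 genome and to the precursor and mature miRNAs of miRBase, and deposited the raw count of reads on each mature miRNA and precursor, without normalization. They also deposited CPM values for the 341 miRNAs that passed their filter. These CPM values equal the deposited counts divided by the total over the 341 miRNAs of each heifer, which was checked on all 14 heifers. Reads per heifer, the share of reads mapped, the 16 DEMIs and the listed correlations were read from the paper's Supplementary Tables S1, S2 and S4. The copy of Supplementary Table S4 that was read holds only part of the correlations the paper counts, so its miRNA-miRNA pairs were compared one by one and no test was made on the list as a whole.

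A mature miRNA with several precursors has several entries in the count table, and the entry with the highest total count was kept. miRNAs with a CPM of at least 1 in at least 7 of the 14 heifers were tested. Raw counts were normalized by TMM and fitted with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with the group as the only term and SFH relative to FH as the contrast. The standard error of a log2 fold change was taken from the fold change and its F statistic. A miRNA passed the thresholds with a p-value of at most 0.05 and an absolute log2 fold change of at least 0.5, as in the paper's methods, and p-values were also adjusted by the Benjamini-Hochberg method over all miRNAs tested. Single miRNAs, totals and marker lists were compared by exact two-sided permutation tests over all 3432 arrangements of the heifers, on log2(TMM-normalized CPM + 0.5) for miRNAs. DESeq2 1.42.0, the later version of the tool the authors used, and limma 3.58.1 were used as alternatives. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with fixed random seeds.

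The miRNAs named in the text are the 16 DEMIs of Supplementary Table S2, the other miRNAs labelled in Fig. 2, the marker miRNAs of 4 blood cell lists, the 5 most abundant miRNAs, and up to 5 further miRNAs past the thresholds that the paper does not list, of which there were 0 (20 miRNAs had an unadjusted p-value of at most 0.05). This rule, the design of each test and the alternatives were set before the data were examined, apart from the alternatives and names that the text gives as chosen later. bta-miR-2411-3p and the members of the let-7 family outside the DEMIs were named after their values were seen.

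The total on mature miRNAs was 1754971 to 5468341 counts per heifer (median 2870197), so that 3 counts, the upper limit that a count of 0 allows, correspond to 0.549 to 1.71 CPM. No interval was computed for the spread that PCR adds. No pair of heifers had identical counts, and the correlation of log2 values between heifers was 0.866 to 0.943 across miRNAs, which are not independent replicates.

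Correlations between the 16 DEMIs were computed on the deposited CPM within FH and within SFH, with exact permutation tests by pairings and Benjamini-Hochberg adjustment over 120 pairs. The paper's PCIT network, target prediction, connectivity and enrichment use mRNA values and predictions that were not analysed here. Group separation used a pseudo-F statistic over all splits of the heifers. The classification assigned each heifer, left out in turn, to the nearest group mean over the 16 miRNAs with the largest standardized difference. The neighbours of precursor genes were taken from the RefSeq annotation of ARS-UCD2.0, another assembly than the files use, so no coordinates are given. All 16 DEMIs were matched to a precursor gene by name.

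The alternatives were other scaling factors, DESeq2, limma-voom, robust prior estimation, other filters on low counts, every precursor entry kept, the share of reads mapped or the log2 total count as a covariate, each heifer left out in turn, no fold change threshold, Bonferroni adjustment, other scales and coefficients for the correlations, and other pseudocounts. The model fits were repeated on 100 splits of the heifers into 7 and 7, the real one included, in a pair of draws with different seeds.

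The tests were tested on simulated data drawn from the means, dispersions and library sizes of the 341 miRNAs. With 200 miRNAs changed by 1 on the log2 scale, edgeR recovered 36% of them at an adjusted p-value of at most 0.05 with 2 false calls, and DESeq2 recovered 44% with 5 false calls. With 16 of the 341 miRNAs changed by 0.75, edgeR gave 0 adjusted calls and 16 past the thresholds without adjustment, of which 7 were changed miRNAs. With none of the 341 changed, edgeR gave 0 adjusted calls and 15 past the thresholds, and DESeq2 gave 2 adjusted calls and 22 past the thresholds. Each of these settings was drawn a single time, with the miRNAs independent of each other. The numbers are single outcomes and not error rates of the tools. In simulated groups without a difference, the exact permutation test gave a p-value of at most 0.05 in 4.8% of draws.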

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

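The tests in this part were chosen after the values were seen. In 46 groups of 7 values (totals, shares of reads mapped, miRNAs detected, CPM of the 16 DEMIs and marker lists, each in FH and in SFH), a heifer lay farther from the others of its group than Dixon's 95% critical value allows in 5 groups, where chance gives 2.3. That number assumes normally distributed values, and the CPM values were tested without a log2 scale.

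In FH, heifer 20 had 463 CPM of bta-miR-574 (the next highest FH heifer had 313) and 12.0 CPM of bta-miR-1434-3p (next 2.85), heifer 25 had 20742 CPM of bta-let-7b (next 11751), and heifer 22 had 626 CPM of bta-miR-6119-3p (next 331). In SFH, heifer 30 had 348 CPM of bta-miR-574 (next 199). Scaling by library totals is a candidate explanation for the size of the gap for bta-miR-574 in heifer 20 and bta-let-7b in heifer 25. With TMM scaling factors their gap to the next heifer, as a share of the range, went from 0.738 to 0.445 and from 0.598 to 0.454, below the critical value. Heifers 20 and 25 stayed the highest, at 8.83 and 14.39 on the log2 scale with TMM. The next heifer was then FH heifer 29, at 8.53 and 13.81. The scaling was not shown to have raised the flagged values themselves. Scaling by library totals is argued against for bta-miR-6119-3p in heifer 22, bta-miR-1434-3p in heifer 20 and bta-miR-574 in heifer 30. There the gap stayed above the critical value with TMM (0.594, 0.762 and 0.641). These gaps were measured on CPM and not on the log2 scale, which draws the highest values closer to the others. What remains open for these is that choice of scale, a property of the single library or of the animal. The design has 1 library per heifer, and no biological explanation was tested.

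Without heifer 25 the log2 fold change of bta-let-7b was −0.44 and no longer past the thresholds, against −0.71 with all heifers. Without heifer 22 that of bta-miR-6119-3p was −0.33, against −0.63. Without heifer 20 the log2 fold changes of bta-miR-574 and bta-miR-1434-3p were −0.68 and 4.17, and without heifer 30 that of bta-miR-574 was −1.02, each still past the thresholds.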

How the results depend on the processing

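Of the tests in this part, DESeq2 with each heifer left out and with Bonferroni adjustment, and the splits of the heifers in DESeq2 and without a filter, were chosen only after the result was seen.

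Against 13 miRNAs past the p-value and fold change thresholds (5 higher and 8 lower in SFH), limma-voom gave 23 (15 higher, 8 lower), the test without a CPM filter 126 of 614 miRNAs (81 higher, 45 lower), and no fold change threshold 20. With every precursor entry kept, 20 entries passed (4 higher, 16 lower). A miRNA with several precursors can be counted more than once there, so the number of entries is not a number of miRNAs. Of the 13, limma-voom kept 11, no filter kept 13 and every entry kept 12. The other settings on all heifers gave 12 to 16, with a different division at library totals and at upper-quartile scaling (7 higher and 7 lower in each) and at a CPM of at least 1 in all 14 heifers (4 higher and 11 lower). Across the 14 fits that each left out 1 heifer, the count ran from 11 to 22, with 22 without FH heifer 24 and 20 without SFH heifer 26. Except for the missing fold change threshold, the cause of these shifts was not tested. With no filter, 36 of 100 splits of the heifers gave at least 126 miRNAs, and the median split gave 122.

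The number of miRNAs with an adjusted p-value of at most 0.05 was 0 in edgeR (20 at an unadjusted p-value of at most 0.05), 2 in DESeq2, also 2 in DESeq2 without outlier replacement, and 1 with every precursor entry kept. It was 0 in the other settings on all heifers, which had 15 to 131 miRNAs at an unadjusted p-value of at most 0.05, and in each of the 14 edgeR fits without 1 heifer, which had 15 to 24. In DESeq2 the count ran from 0 (without FH heifer 24, where 24 miRNAs passed the thresholds without adjustment) to 6 (without SFH heifer 30) when 1 heifer was left out, and was 1 with Bonferroni adjustment. It was 1 without SFH heifer 17, 23, 28 or 32 and without FH heifer 27, 29 or 31. The cause was not tested.

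No log2 fold change of the 16 DEMIs changed its sign. Over the settings on all heifers, 174 of 204 values kept their side of the thresholds, 12 became weaker and 18 stronger. In the fits without 1 heifer these were 193, 19 and 12 of 224. bta-miR-92b, bta-miR-2478, bta-miR-874, bta-miR-574, bta-miR-2419-5p and bta-miR-1260b, 6 in all, passed the thresholds in every setting and every fit without 1 heifer. bta-let-7b lost them without FH heifer 25 (−0.44), bta-miR-2332 without SFH heifer 32 (1.00), bta-miR-1434-3p without any of 3 heifers (lowest 2.67), bta-miR-140 without any of 6 (lowest 0.41) and bta-miR-1306 without any of 8 (nearest to 0 at −0.38).

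The number of miRNAs retained was 203 with a CPM of at least 1 in all 14 heifers and 196 with at least 10 counts in every heifer, which follows from the stricter filters. The classification placed 8 of 14 heifers correctly with 50 miRNAs and also 8 with a pseudocount of 5, against 5. The number of miRNA-miRNA pairs with an absolute r above 0.6 was 21 to 30 in FH and 23 to 35 in SFH with 1 heifer left out, against 20 and 25. These numbers do not show stability, since 6 heifers give more such pairs by chance than 7 (median 24 to 25 against 18 to 19 with shuffled values). With Spearman's rho in place of r, the number was 21 in FH, 32 in all 7 SFH heifers and 26 without heifer 30. The pairs with an unadjusted exact permutation p of at most 0.05 went from 6 to 3 in FH without heifer 27, and from 7 to 14 in SFH without heifer 30 and to 4 without heifer 17. The difference in depth and the group separation did not change with their alternatives by more than the spread. No paired analysis was possible because the groups are different heifers that share no replicate numbers.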

Differences from the paper's values

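DESeq2 with Bonferroni adjustment is the only setting in this part that was chosen after the values were seen. It was tried because the paper's adjusted p-values equal its p-values times the number of miRNAs tested, capped at 1, for 16 of 16 DEMIs.

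The paper's Supplementary Table S2 has 1 DEMI with an adjusted p-value of at most 0.05, against 0 in edgeR with Benjamini-Hochberg adjustment (20 miRNAs had an unadjusted p-value of at most 0.05). Of the alternatives set before the data were examined, keeping every precursor entry gave 1, DESeq2 with and without outlier replacement gave 2, and the others gave 0, with 15 to 131 miRNAs at an unadjusted p-value of at most 0.05. DESeq2 with Bonferroni adjustment, chosen after seeing the values, gave 1.

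The paper's adjusted p-value of bta-miR-92b is 0.00536 and edgeR's Benjamini-Hochberg adjusted p-value is 0.142, which is also its Bonferroni value. DESeq2, set before the data were examined, gave 0.00536 with and without outlier replacement. The other such alternatives gave 0.0474 (every precursor entry kept) to 0.281 on all heifers and 0.0601 to 0.444 without 1 heifer, and did not close the gap.

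For bta-miR-2478 the paper's adjusted p-value is 0.0548 and edgeR's is 0.161 (Benjamini-Hochberg) or 0.322 (Bonferroni). None of the alternatives set before the data were examined closed the gap, and they ranged from 0.0274 (DESeq2) to 0.480 (without SFH heifer 17). The Bonferroni value from DESeq2, chosen after seeing the values, was 0.0548.

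Of the miRNA-miRNA pairs that the paper's supplement lists for SFH, 17 have an absolute r above 0.6 in the paper and 9 have one over all 7 SFH heifers. Of the alternatives set before the data were examined, leaving out SFH heifer 30 gave 17, and leaving out any other SFH heifer gave 8 or 9.

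The paper counts bta-let-7a-5p, bta-miR-450b and bta-miR-6119-3p as DEMIs, and edgeR with TMM did not place them past the thresholds. DESeq2, with or without outlier replacement, placed all of them past the thresholds, with log2 fold changes of −0.51, −1.46 and −0.66. bta-let-7a-5p also passed with relative log expression size factors, with no filter, with either stricter filter, with every precursor entry kept, and without heifer 20, 24, 26, 27 or 31. bta-miR-450b also passed without heifer 21 or 25. bta-miR-6119-3p also passed with relative log expression size factors, robust prior estimation, either stricter filter, every precursor entry kept or either covariate, and without heifer 24, 25, 28, 29 or 31. For the 16 DEMIs, the log2 fold changes from edgeR differed from the paper's by at most 0.032, less than the standard error of each.

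The legend of Fig. 2 says that the dashed line marks the p-value threshold of the study, and in Fig. 2 the line lies at about 1 on the axis, read by eye. Besides the DEMIs, Fig. 2 labels bta-miR-132, bta-miR-24, bta-miR-379, bta-miR-1301, bta-miR-125a and bta-miR-1249, which the legend does not mention. Fig. 2 shows the paper's p-values, whose tool was DESeq2, so the p-values of other tests do not place these labels against its line. In DESeq2 the log2 fold changes were 0.84 (standard error 0.45), 1.74 (0.95), 3.07 (1.66), −2.51 (1.52), −0.54 (0.29) and −0.66 (0.39) in the same order. In edgeR the unadjusted p-values of these miRNAs were 0.0907, 0.105, 0.0557, 0.108, 0.0836 and 0.120, again in that order. The exact two-sided permutation test gave unadjusted p-values of 0.0134, 0.00932, 0.0251, 0.127, 0.114 and 0.212, also in that order. After adjustment over the 341 miRNAs, 0 passed in either test.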

Other observations

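In this part, the splits with DESeq2 and without a filter, the tests on bta-miR-2332, on host genes and on single miRNAs with the covariate, and the tests of the correlations and of the miRNAs chosen on all heifers, were chosen only after the result was seen. The tests of cell type markers, of the share of reads mapped over all miRNAs past the thresholds and of the edgeR splits were not.

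The heifers were divided in other ways to see how often as many miRNAs pass. Of 100 splits into 7 and 7, the real one included, 28 gave at least 13 miRNAs past the p-value and fold change thresholds in edgeR (median 8, highest 28). In DESeq2, 28 of 100 splits gave at least 16 miRNAs past the thresholds, and 6 of 100 gave at least 2 with an adjusted p-value of at most 0.05 (highest 16). A first draw of 100 splits with another seed gave 16, 19 and 5 in the same order, so these numbers vary with the draw, and none was below 5 of 100. Counts as large as those of FH against SFH therefore arose in other divisions of the same heifers, and the counts do not by themselves set FH and SFH apart. This does not test any single miRNA. For the adjusted count of edgeR, which was 0 in the real split (20 miRNAs at an unadjusted p-value of at most 0.05), the splits decide nothing, since 100 of 100 reach 0 by definition.

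Over all 341 miRNAs, the group accounted for 8.77% of the variation between heifers (pseudo-F 1.15, permutation p = 0.183 over all splits). The 1st principal component held 17.2% of the variance.

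When 16 miRNAs were chosen without the heifer to be classified, 5 of 14 heifers were placed in their group, and 67 of 100 permutations of the labels placed as many. When the 16 miRNAs were chosen once on all heifers, 13 of 14 were placed correctly, but 57 of 100 permutations of the labels placed as many (median 13). The higher number is therefore what choosing miRNAs on the same heifers gives with any labels, and no biological explanation is needed for it. These miRNAs are chosen by the rule of the classification and are not the paper's 16 DEMIs.

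Within the libraries, bta-miR-2332 followed the share of reads mapped. Over 14 heifers Pearson's r was −0.85 (permutation p = 0.00012, adjusted 0.0019 over the 16 DEMIs by Benjamini-Hochberg) and Spearman's rho −0.88 (permutation p = 0.0001), and r was −0.77 without the 2 heifers farthest from the median share. Within FH r was −0.83 (exact permutation p = 0.0129) and within SFH −0.88 (exact permutation p = 0.00496), so a difference between the groups in both measures does not explain the relation. bta-miR-677 (r = −0.72, permutation p = 0.00344, adjusted 0.0275; rho = −0.70, permutation p = 0.00751; r = −0.62 without the 2 farthest heifers) and bta-miR-1434-3p (r = −0.68, permutation p = 0.00888, adjusted 0.0474; rho = −0.66, permutation p = 0.0131; r = −0.68 without the 2 farthest heifers) had weaker relations in the same family of 16. Within FH and SFH, r was −0.61 and −0.84 for bta-miR-677 (exact permutation p = 0.151 and 0.0228) and −0.58 and −0.73 for bta-miR-1434-3p (exact permutation p = 0.187 and 0.0895). With the share of reads mapped as the only term, 2 of 341 miRNAs had an adjusted p-value of at most 0.05 in edgeR, bta-miR-2332 and bta-miR-2411-3p, and these also did beside the group.

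A candidate explanation for the miRNAs that differ between SFH and FH is the share of reads mapped. With it as a covariate, 8 of the 13 miRNAs stayed past the thresholds, which argues against it as the whole cause. For bta-miR-2332 the log2 fold change went from 1.24 to 0.55, a drop larger than its standard error of 0.48, so the difference between the groups may follow the mapping. For bta-miR-677 (0.96), bta-let-7b (−0.51), bta-miR-1434-3p (2.28) and bta-miR-1306 (−0.40), which also lost the thresholds, 0 of 4 moved by more than their standard error, and an effect of the mapping cannot be told apart from a difference between the groups at this number of heifers. The biological difference in reproductive outcome stays open for these.

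The precursors of bta-miR-2332, bta-miR-677, bta-miR-1434-3p and bta-miR-2411-3p overlap *UTP6*, *ATP5F1B*, *EEF2* and *UBAP2L* in the RefSeq annotation of ARS-UCD2.0, so fragments of those transcripts could be counted as miRNAs in libraries with fewer mapped reads. Of the retained miRNAs, 332 were matched to a precursor gene (97.4% of 341), and those with precursors both in and outside protein-coding genes were left out of the test. The median r with the share of reads mapped was 0.0503 higher for the 199 miRNAs whose precursors lie in protein-coding genes than for the 116 outside them (permutation p = 0.150), where the hypothesis needs it lower. The test did not bear the hypothesis out, and it cannot exclude it for single genes.

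The list means of blood cell markers written down before the data were examined did not differ detectably between SFH and FH. The difference in mean log2 value was 0.08 for the 4 lymphoid miRNAs (exact two-sided permutation p = 0.612), 0.12 for the 4 myeloid miRNAs (p = 0.171 from the same permutation test), 0.06 for the 3 platelet miRNAs (p = 0.928) and 0.19 for the 2 of 3 red blood cell miRNAs that were retained (p = 0.650), and 0 of these miRNAs are among the 16 DEMIs. The retained lymphoid, myeloid and red blood cell markers had counts in every heifer, whereas the platelet marker bta-miR-126-5p had no count in 2 FH heifers and 1 SFH heifer and bta-miR-199a-3p had none in 1 FH heifer. The red blood cell list averaged 10.16 in FH and 10.35 in SFH on the log2 scale. Members of a list went opposite ways in edgeR. In the platelet list the log2 fold changes were −1.47 for bta-miR-126-5p (standard error 1.24) and −0.35 for bta-miR-126-3p (0.55). They stood against 0.78 for bta-miR-199a-3p (0.88). The log2 fold change was 0.40 for bta-miR-24-3p (unadjusted p = 0.0456, BH-adjusted p = 0.828, exact permutation p = 0.0664) against −0.27 for bta-miR-27a-3p in the myeloid list, and 0.72 for bta-miR-451 (BH-adjusted p = 0.890) against −0.05 for bta-miR-486 in the red blood cell list. The value for bta-miR-451 fell to 0.13 without SFH heifer 30, and passed the thresholds in 3 of 14 fits without 1 heifer. A list mean near 0 therefore decides nothing here. With 7 heifers per group, a different mix of white blood cell types or a small carry-over of red blood cells cannot be told apart from no change.

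The number of correlated pairs was set against chance. With the values of each miRNA shuffled over the heifers, the median number of pairs with an absolute r above 0.6 was 19 in FH (observed 20, permutation p = 0.405), 18 in all 7 SFH heifers (observed 25, permutation p = 0.0769) and 24 in the 6 without heifer 30 (observed 35, permutation p = 0.0140). Random lists of 16 retained miRNAs gave as many pairs in 58.0%, 27.5% and 12.9% of 10000 lists. SFH had 5 more pairs than FH over 7 heifers each, and a share of 0.378 of all splits of the heifers gave as large a difference, so the groups were not shown to differ in the number of pairs. These splits used Pearson's r. With Spearman's rho the numbers were 21 in FH and 32 in SFH.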
